A study of Mus musculus with 375 samples. Its data were reported in "Single-Cell Analysis Revealed the Role of CD8+ Effector T Cells in Preventing Cardioprotective Macrophage Differentiation in the Early Phase of Heart Failure" (2021).

How the data were processed

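RNA was measured in single cardiomyocytes by Smart-seq2 in 375 cells from hearts 2 weeks after TAC: WT, CD8-depleted and CD3e-/-. Cells of sham hearts were not analysed here. Per the labels, the authors trimmed reads with fastp 0.21.0, aligned them to the mouse genome mm10 with STAR 2.7.5c and counted reads per gene with featureCounts, whose version is not given. The deposited values are raw counts of 21872 genes in each cell, with no normalization, together with the deposited exon length of each gene in bases. Coordinates are those of mm10.

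From these counts, cells with fewer than 3000 detected genes were left out (53 cells), and so was 1 pair of cells with identical counts in every gene (2 cells). The highest correlation between any 2 other cells was 0.859. The 320 remaining cells had totals of 255214 to 6896166 counts. The 13 genes encoded in mitochondrial DNA were left out of tests and totals. Each cell carries a group and a set number, 1 or 2, so counts were summed over the cells of each numbered set, giving 6 sums. Cells were never used as replicates. The sums held 105086499 and 121076374 counts for WT, 104158509 and 58265696 for CD8-depleted and 8392294 and 246705125 for CD3e-/-, of which the report gives the nuclear part. Median detected genes per cell were 5343 and 4646, 4547 and 4449, and 4062 and 5581. A level printed as CPM was computed from plain totals, and fold changes use TMM factors, which were 1.94 for CD3e-/- set 1 and 0.755 to 0.97 for the other sets.

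Groups were compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test) in 1 fit of all 3 groups with 3 residual degrees of freedom. Genes passed at a Benjamini-Hochberg adjusted p under 0.05. The fit without CD3e-/- set 1 had 2 residual degrees of freedom. The biological coefficient of variation was 0.818 over 6 sets and 0.626 over 5. In simulated data for the comparison of CD8-depleted with WT, with 100 genes changed at each size (99 for 16-fold over 5 sets), the fit of 6 sets recovered 1% of 4-fold and 35% of 16-fold changes with 2 false calls among 12936 genes. The fit of 5 sets recovered 30% of 4-fold and 72.7% of 16-fold changes with 4 false calls among 13372 genes. A gene that did not pass may therefore have changed by 4-fold or more.

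Before the data were examined, 34 gene lists were fixed, 23 for pathways, 10 for cell types and 1 for quality. The groups, the test, the rule for named genes and most alternatives were fixed at the same time. Lists were tested with camera at a preset correlation between genes of 0.01, adjusted over all lists and the 3 comparisons. An estimated correlation and the rotation test fry were run beside it, and 0 lists passed with either. Whether these would call a list with a true shift was not simulated, so a call lost with them does not show that the list was unchanged. The counts of genes adjusted over the list alone use the same p-values. Named genes were a panel taken from the study in every comparison, the genes past the threshold with a mean of at least 20 CPM and both sets on the same side of both WT sets (the 8 largest changes per direction against WT, 5 between the other groups), and up to 4 members per described list with the smallest p in its direction. Where none passed, the 5 smallest p-values per direction were named, and 1 gene that this rule selects is not reported here. For a gene with 0 counts in a whole group a lower bound was computed against 3 counts over that group. Overlap between the comparisons with WT was set against 100 simulated data sets of unchanged groups that share the WT sets, and against 30 for each fit with a set left out or a block.

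The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), library sizes without TMM factors, no low-count filter, all cells, cells with at least 5000 detected genes (155 cells), mitochondrially encoded genes kept, cells weighted alike with limma-trend, cells thinned to 50000 nuclear counts (303 cells), 11 cells drawn from each set, a block for the set number, and each set left out in turn. Chosen after seeing the data were the settings that combine 5 sets with another choice, the identical cells kept, cells with over 20% of nuclear counts in 6 predicted satellite genes left out (the report's 8 called satellite genes are these 6, Gm10719 and Gm10721), the 4 sets of WT and CD8-depleted alone, and each gene's highest cell left out of each set. Scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The tests were checked on simulated data with known changes before use.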

Results

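Single cardiomyocytes were collected from pressure-overloaded mouse hearts to ask how T cells, and CD8+ T cells in particular, act on the heart muscle cell. All cells came from hearts 2 weeks after transverse aortic constriction (TAC), an operation that narrows the aorta and loads the left ventricle. Of 375 cells, 128 came from wild-type (WT) mice, 136 from mice given an antibody that removes CD8+ T cells (CD8-depleted) and 111 from mice labelled CD3e-/-, which lack a chain of the T cell receptor complex and therefore mature T cells. Each group was collected as 2 numbered cell sets, so n = 2 per group throughout. The study's methods describe single cells taken from a pair of mice, but nothing in the labels ties a set number to a mouse, so the p-values below may measure only technical spread between sets. After cells with fewer than 3000 detected genes were left out, the WT sets held 59 and 62 cells, the CD8-depleted sets 62 and 49, and the CD3e-/- sets 11 and 77. Nuclear genes received 23691021 and 20540110 counts in the WT sets, 7643239 and 5469742 in the CD8-depleted sets, and 604652 and 24057660 in the CD3e-/- sets. Levels are given as CPM, counts scaled to the same total of nuclear counts in each set.

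The sets differed in RNA quality as well as in depth. CD3e-/- set 1 kept 35.5% of its cells, against 79.03% to 98.4% in the other sets. Its summed profile correlated with the other sets at 0.376 to 0.451 across genes, which are not independent replicates, whereas the other 5 sets correlated with each other at 0.824 to 0.905. Olfactory and vomeronasal receptor genes, which serve smell and are silent in heart, took 13200 CPM in that set and 53.8 to 222 CPM elsewhere. Transcripts encoded in mitochondrial DNA made up a median of 77.3% and 85.4% of counts per cell in the WT sets, 94.0% and 90.8% in the CD8-depleted sets, and 94.1% and 92.1% in the CD3e-/- sets. Because CD3e-/- set 1 enters the spread shared by all groups, each comparison is given over all 6 sets and again over the 5 sets without it. That second fit was among the alternatives fixed in advance, and setting it beside the first was chosen after seeing the data. In it the lone CD3e-/- set is assumed to vary like the other groups.

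**Figure D1:**
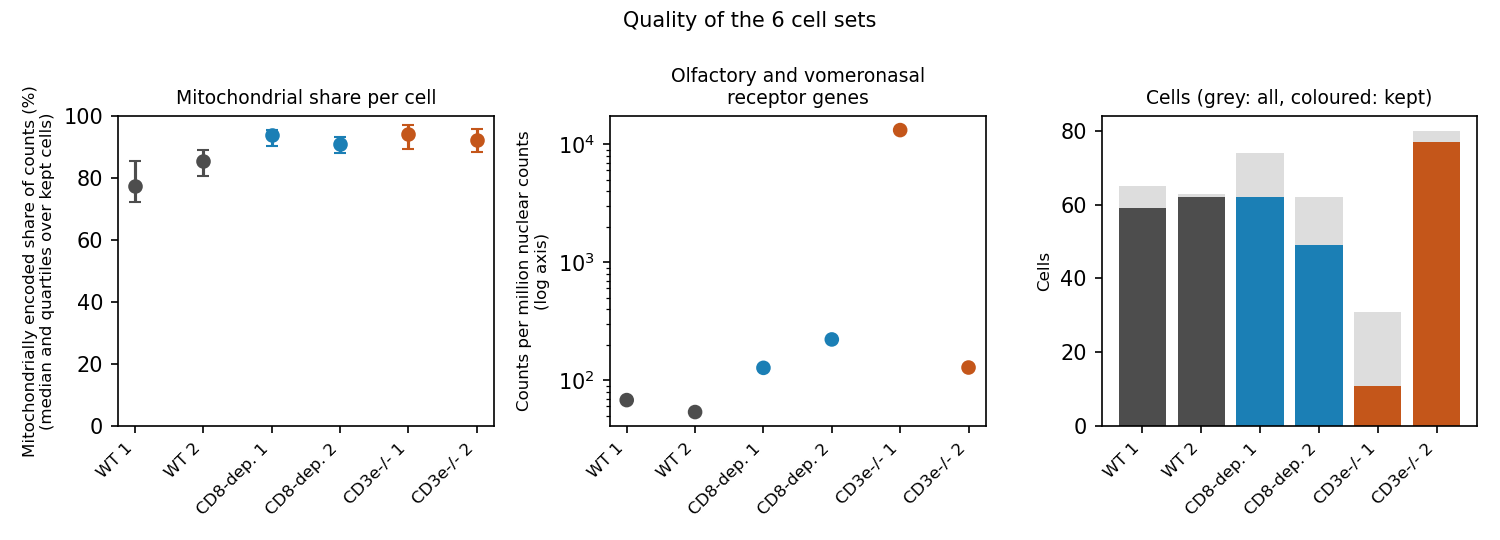
Quality of the 6 cell sets: median and quartiles of the mitochondrial percent of counts per kept cell, CPM of olfactory and vomeronasal receptor genes (log axis), and cells collected and kept. CD3e-/- set 1 kept 11 of 31 cells and lies above the other 5 sets in receptor genes.

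The targeted gene Cd3e (chromosome 9, 44998740 to 45009627, mm10) did not separate the groups by its absence. It had 0 counts in both WT sets, 1 and 2 in the CD8-depleted sets, and 4 and 37 in the sets labelled CD3e-/-. A count of 0 in a heart muscle cell is the normal state of this T cell gene, so its absence checks no label here. Its reads in the CD3e-/- sets are the reverse of what that label implies. Counts per gene cannot show whether they lie in the disrupted part of the gene. Of the 37 counts in CD3e-/- set 2, 70.3% came from 1 cell, and 8 of 77 cells had any read. The groups are therefore named as labelled.

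CD8-depleted hearts were compared with WT hearts to see what loss of CD8+ T cells changes in the loaded cardiomyocyte. Cells of the CD8-depleted sets carried more of the stretch and hypertrophy transcripts Nppa and Myh7. Nppa, which encodes natriuretic peptide A and is secreted on stretch, averaged 4241 ± 2555 CPM (SD, n = 2) against 310.4 ± 44.5 CPM in WT. Myh7, the β-myosin heavy chain gene and a hypertrophy marker, averaged 1940 ± 670 CPM against 299.9 ± 183 CPM. Fibroblast, matrix, interferon and immediate early genes lay higher as groups, and genes of the TCA cycle and of fatty acid oxidation lay lower. These list calls were lost with an estimated correlation between genes (adjusted p = 0.69 to 0.746). At the preset correlation camera called 14 lists, 10 higher and 4 lower, but 4 without CD8-depleted set 2, 8 without WT set 1 and 9 without WT set 2. Without CD8-depleted set 2 the interferon, immediate early, fetal and stress, and lymphocyte lists were called, and fibroblast (camera adjusted p = 0.179), matrix (0.784), TCA cycle (0.209) and fatty acid oxidation genes (0.129) were not. The immediate early call was lost without CD8-depleted set 1 (0.114) or WT set 1 (0.0698), and the matrix (0.334), TCA cycle (0.0675) and fatty acid oxidation (0.249) calls without WT set 2. By edgeR's quasi-likelihood test over 6 sets, 0 of 12936 genes passed an adjusted p of 0.05 (smallest 0.797), although 341 had an unadjusted p under 0.05, with 647 expected by chance. On the same sets DESeq2 called 4 genes and limma-voom 0. Over 5 sets, edgeR called 32 of 13374 genes, 17 higher and 15 lower, and DESeq2 called 178. Of these 32, 8 of the lower ones were predicted genes made of satellite repeats, and 19 of the 32 were called in the same direction when each gene's highest cell was left out of each set, a setting chosen after seeing the data. Some other settings, also chosen after seeing the data, called fewer: over 5 sets 12 genes were called in thinned cells, 10 with a replicate block, 10 with library size only and 1, Nppa, with cells weighted alike. In the 4 sets of WT and CD8-depleted alone 2 were called, Nppa and Mfap5, so every other gene called over 5 sets lost its call in both of these last settings.

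Nppa (chromosome 4, 148000722 to 148002079) rose by 3.72 on the log2 scale over 5 sets (SE 0.46, adjusted p = 1.99e-05). It stood at 279 and 341.9 CPM in the WT sets and at 2434 and 6047 CPM in the CD8-depleted sets. Myh7 (chromosome 14, 54970684 to 54994626) rose by 2.59 (SE 0.45, adjusted p = 0.00201), from 170.5 and 429.4 CPM to 1466 and 2414 CPM. Over 6 sets the same genes had log2 fold changes of 3.73 (SE 1.42) and 2.60 (SE 1.17), each with an adjusted p of 1. Over 5 sets the Myh7 call was lost in thinned cells (log2 2.52, adjusted p = 0.0594) and with cells weighted alike (log2 2.65, adjusted p = 0.318), and it was not made in the 4 sets of WT and CD8-depleted alone (log2 2.63, adjusted p = 0.215). Nppb, which encodes brain natriuretic peptide and marks heart failure, averaged 847 ± 97.8 CPM against 512 ± 94.6 CPM and passed in neither fit (log2 0.74, SE 0.88, adjusted p = 1 over 6 sets). In single cells, Nppa was read in every kept CD8-depleted cell and in 88.1% and 95.2% of WT cells. With every cell thinned to 50000 counts, it was read in 74.6% and 75.8% of WT cells, and in 100% of both CD8-depleted sets.

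**Figure D2:**
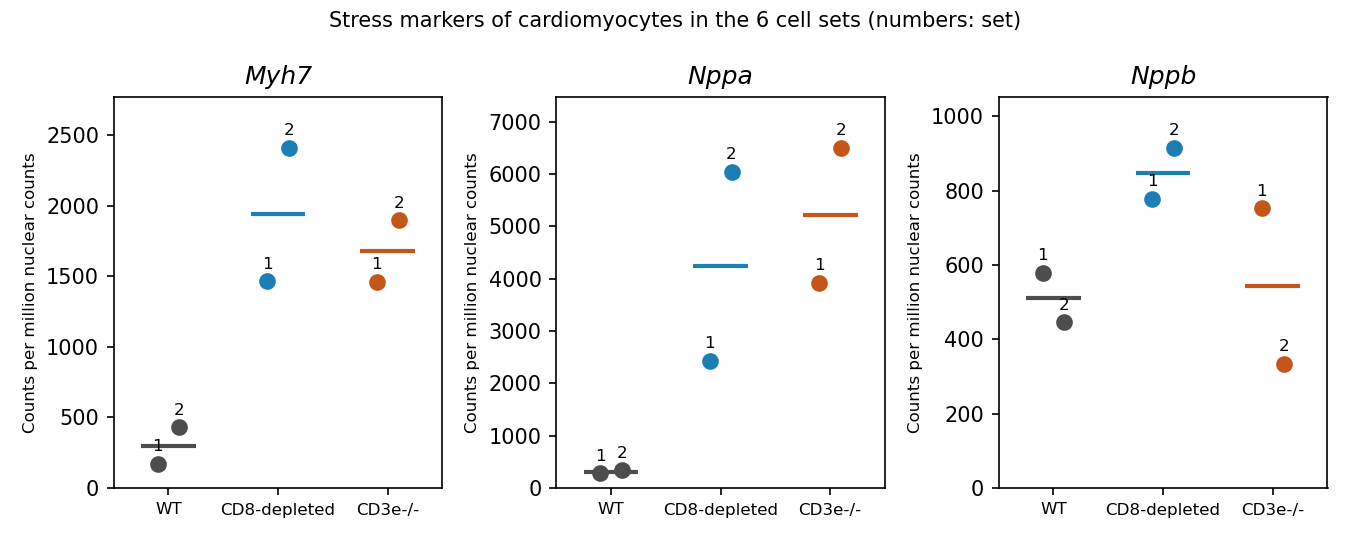
CPM of Myh7, Nppa and Nppb in each cell set (points numbered by set, bar at the mean of the group's 2 sets, linear axes from 0). Myh7 and Nppa lie higher in all 4 sets of the CD8-depleted and CD3e-/- groups than in both WT sets, and Nppb does not.

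Matrix genes were among the other rises over 5 sets. Mfap5 (chromosome 6, 122505845 to 122529290), which encodes a microfibril-associated glycoprotein, rose by 6.65 (SE 0.75, adjusted p = 5.36e-06), from 0.507 and 0.243 CPM to 22.5 and 54.1 CPM. With cells weighted alike it was not called (log2 5.07, adjusted p = 0.318). It was read in 3 of 59 and 3 of 62 WT cells, and in 10 of 62 and 11 of 49 CD8-depleted cells. Larger fitted changes belonged to Muc4, Sigirr and Arhgap15, which had at most 0.127 CPM in a WT set. Muc4 had 21.2 CPM in CD8-depleted set 1 and 0 CPM in CD8-depleted set 2. The proteoglycan genes Lum (log2 6.20, adjusted p = 0.00201) and Bgn (log2 2.73, adjusted p = 0.0283) also rose. Hbegf, a membrane-bound ligand of the EGF receptor, rose by 2.30 (SE 0.45, adjusted p = 0.0126), from 25.7 and 12.4 CPM to 96.7 and 85.7 CPM. Its call was lost with cells weighted alike (log2 2.23, adjusted p = 0.318), in thinned cells (2.20, adjusted p = 0.0661), with library size only (2.26, adjusted p = 0.0695) and in the 4 sets alone (2.33, adjusted p = 0.162). The immediate early transcription factor Fos (log2 5.94, adjusted p = 0.0207) was read in 6 of 62 and 5 of 49 CD8-depleted cells and in 1 of 59 and 2 of 62 WT cells. Pnisr, a nuclear serine/arginine-rich protein (log2 2.64, adjusted p = 0.00201), Resf1, a retroelement silencing factor (log2 2.41, adjusted p = 0.00201), and Rnf213, a large ubiquitin ligase (log2 3.13, adjusted p = 0.0398), rose as well. Pnisr and Resf1 were spread over many cells: in the CD8-depleted sets the highest cell held at most 12.2% and 12.7% of their counts. For Rnf213 that share was 49.4% and 29.8%, and with its highest cell left out it was not called (log2 2.95, adjusted p = 0.0813). The rule fixed in advance for named genes applies to calls over 6 sets, so the genes called over 5 sets were named after their values were seen.

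Ces1d (chromosome 8, 93166068 to 93197838), a carboxylesterase that hydrolyses lipids, had the smallest p among the losses. It fell by 3.74 over 5 sets (SE 0.54, adjusted p = 0.000335), from 49.4 and 77.02 CPM in WT to 4.45 and 5.49 CPM. The call was lost with cells weighted alike (log2 −2.95, adjusted p = 0.318) and in the 4 sets alone (log2 −3.70, adjusted p = 0.0532). Thinned cells with a read made up 50.9% and 50% in WT against 12.3% and 15.2%, and unthinned 66.1% and 69.4% against 22.6% and 24.5%. Tcp11l2 fell by 2.85 (adjusted p = 0.00201) and Tcaim, which encodes a mitochondrial protein of T cell activation inhibition, by 2.47 (adjusted p = 0.0207). Ttll1, a tubulin polyglutamylase subunit, fell by 1.92 (adjusted p = 0.0171), from 176 and 182 CPM to 45.4 and 51.2 CPM. Mtx2, a subunit of mitochondrial protein import at the outer membrane (log2 −1.93, adjusted p = 0.0398), and Klhdc2, a substrate receptor of a ubiquitin ligase (log2 −1.96, adjusted p = 0.0415), fell too. Cbs, an enzyme of transsulfuration, was also called lower (adjusted p = 0.028), but in each WT set 1 cell held 100% of its counts.

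By the rule fixed for named genes, the 5 smallest p-values per direction over 6 sets belonged to Mfap5, Rnf213, Pnisr, Itpr2 and Hbegf, and to Ces1d, Tcaim, Nr1d2, Tcp11l2 and Rnf5. All missed the threshold. Of those not described above, Itpr2, an inositol trisphosphate receptor, had a log2 fold change of 2.85 (SE 0.81), Nr1d2, a clock repressor, of −2.13 (SE 0.70), and Rnf5, a ubiquitin ligase of the endoplasmic reticulum, of −1.99 (SE 0.71), each with an adjusted p of 1.

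Among groups of genes, the TCA cycle and fatty acid oxidation lists lay lower in CD8-depleted cells. In the TCA cycle 20 of 22 genes were lower (median log2 −0.60, camera adjusted p = 0.00364), led by Idh3a (−1.43, SE 1.08) and Sdha (−1.16, SE 1.06), subunits of isocitrate and succinate dehydrogenase. Of the fatty acid oxidation genes, 23 of 27 were lower (median −0.52, camera adjusted p = 0.0106), led by Hadh (−1.52, SE 0.84) and Etfa (−1.46, SE 0.94). Antioxidant genes (20 of 27 lower, median −0.43, camera adjusted p = 0.0461), such as the mitochondrial peroxidase gene Prdx3 (−1.44, SE 1.04), and mitochondrial ribosomal proteins (56 of 77 lower, median −0.27, camera adjusted p = 0.0069), such as Mrpl50 (−1.22, SE 0.69), followed the same direction. The adjusted p with an estimated correlation between genes was 0.709, 0.746, 0.709 and 0.83 for these 4 lists in turn. Adjusted over the list alone, 0 genes passed in each over 6 sets, and 2, 5, 4 and 0 fell over 5 sets. The study named the TCA cycle and fatty acid oxidation from these cells, and antioxidant genes lie close to that theme, so these 3 lists are not independent evidence of their direction. Without CD8-depleted set 2 or WT set 2 the mitochondrial ribosomal call was lost too (camera adjusted p = 0.128 and 0.14), and the antioxidant call was lost without any of the 4 WT and CD8-depleted sets (0.079 to 0.102). The respiratory chain lists did not pass: median log2 values were 0.05 for complex I, −0.27 for complexes III and IV (17 of 23 lower), and −0.04 for ATP synthase (camera adjusted p = 0.822, 0.329 and 0.762). Their difference from the lists that passed was not tested. The complex I median was 0 when mitochondrially encoded genes were kept in the totals, and its test pointed down while its median and mean were above 0.

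Cytosolic ribosomal protein genes lay higher (70 of 78, median 0.47, camera adjusted p = 0.00364), for example Rpl38 (1.34, SE 0.81) and Rpl11 (1.04), a theme the study named from these cells and so not independent evidence. With an estimated correlation the adjusted p was 0.83, and adjusted over the list alone 0 genes passed in either fit. The call was lost without CD8-depleted set 2 (camera adjusted p = 0.0519) and without WT set 1 (0.177). Sarcomere genes (21 of 29 higher, median 0.36) passed only over 5 sets (camera adjusted p = 0.209 over 6 sets and 0.0213 over 5, where with an estimated correlation the adjusted p was 0.853), and 1 of them rose when adjusted over the list alone. Fetal and stress genes lay higher (13 of 19, median 0.74, camera adjusted p = 0.00962, and adjusted p = 0.69 with an estimated correlation), led by Nppa, Myh7 and Myl4, an atrial light chain (4.01, SE 1.60). When adjusted over the list alone, 3 of them rose over 5 sets. The list was called without CD8-depleted set 2 (camera adjusted p = 0.0455) but not without WT set 1 (0.0698). The study took Nppa and Myh7 as known markers and showed Myh7 in these cells. It also reported both higher in CD3e-/- than in WT by RNA-seq of isolated cardiomyocytes. By its q-PCR of whole hearts, Myh7 was higher in CD3e-/- mice and after anti-CD8 antibody. The list fixed for atrial cardiomyocytes also lay higher (6 of 7, median 2.19, camera adjusted p = 0.000388, and adjusted p = 0.69 with an estimated correlation). Sln, a regulator of the calcium pump, stood at 2.19, and 3 genes rose in 5 sets when adjusted over the list alone. Nppa, Myh7 and Myl4 belong to the fetal and stress list as well, and Myh7 is a hypertrophy marker. The atrial call is therefore not separate from the fetal and stress call and does not show an atrial identity. It was lost without CD8-depleted set 2 (camera adjusted p = 0.0598) and without WT set 1 (0.0804).

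Lists of immune and stress responses were called as well. The interferon response and antigen presentation list was higher (35 of 41, median 0.95, camera adjusted p = 1.72e-05, and adjusted p = 0.69 with an estimated correlation), led by the guanylate-binding protein gene Gbp3 (4.27, SE 1.32), Xaf1 (2.11, SE 0.95) and the peptide transporter gene Tap1 (3.69, SE 1.92). Immediate early genes were higher (17 of 22, median 0.75, camera adjusted p = 0.00433, and adjusted p = 0.69 with an estimated correlation), led by Fos (5.96, SE 1.60) and Myc (7.01, SE 2.42). Such genes also respond to cell isolation. Each list, adjusted over the list alone, held 0 rises over 6 sets and 1 over 5. In the immediate early list 1 member, Egr3, had 0 counts in WT, and the median was 0.75 with it at its lower bound as well.

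Markers of other cell types were measured beside these changes. Fibroblast genes were higher (12 of 14, median 1.14, camera adjusted p = 3.04e-06), led by Mfap5, Lum, Postn (4.04, SE 1.43) and Dpt (5.12), and matrix genes were higher (17 of 23, median 0.78, camera adjusted p = 0.00335), led by Bgn (2.75, SE 0.93) and Col6a3 (3.15, SE 1.43). Both had an adjusted p of 0.69 with an estimated correlation. Adjusted over the list alone, 2 fibroblast genes rose over 6 sets and 4 over 5, and 0 and 3 matrix genes. Postn stood at 1.05 CPM in CD8-depleted set 1, between the WT levels of 0.507 and 1.75 CPM, so its rise came from CD8-depleted set 2 (39.9 CPM). Dpt had 8 and 15 counts in the CD8-depleted sets and 1 in each WT set, and 1 cell held 75% and 73.3% of the CD8-depleted counts. Col1a1, in both lists, was named by the study as a fibrosis marker. Summed fibroblast genes stood at 217 and 42.3 CPM in the WT sets and 143 and 538 CPM in the CD8-depleted sets, so the first CD8-depleted set lay below the first WT set, where 1 cell held 48.6% of the summed counts. Endothelial genes were higher in 14 of 14 (median 0.71, camera adjusted p = 0.0164, and adjusted p = 0.709 with an estimated correlation), led by Vwf (5.05, SE 1.77), but summed to 673 and 571 CPM in WT and 462 and 1851 CPM in the CD8-depleted sets. Of the endothelial genes, 0 rose over 6 sets and 1 over 5 when adjusted over the list alone. The list was not called without CD8-depleted set 2 (camera adjusted p = 0.501, pointing lower) or WT set 1 (0.0951). The 2 lymphocyte genes with enough counts to be tested had 0 counts in WT. Their list was called higher (camera adjusted p = 0.0072, and adjusted p = 0.69 with an estimated correlation) on 3 counts of Cd3e and 16 of Cd3g in the CD8-depleted sets, which put Cd3e at least 3.37-fold and Cd3g at least 18-fold higher than a floor of 3 counts in WT. Its median was 6.07 as fitted and 2.96 with both genes at their lower bounds. The call was lost without CD8-depleted set 1 (camera adjusted p = 0.0548), WT set 1 (0.187) or CD3e-/- set 2 (0.287).

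Of the receptors for repair cytokines, which the study named, and the macrophage growth factor gene Csf1, 5 of 5 measured genes had a log2 fold change above 0 (median 0.43, mean 1.59, camera adjusted p = 0.0494, and adjusted p = 0.69 with an estimated correlation). Over 5 sets the camera adjusted p was 0.0945, and the call was lost without CD8-depleted set 2 (0.107) or WT set 2 (0.141). The study took these genes from RNA-seq of isolated cardiomyocytes and showed Igf1r and Csf1 in these single cells too, so for that pair the list is not independent evidence. No member passed the test across all genes. The oncostatin M receptor gene Osmr had 25.9 and 11.2 CPM in the CD8-depleted sets and 2.66 and 2.73 CPM in WT (log2 2.80, SE 1.00, adjusted p = 1), and 96.0% of its counts in the first CD8-depleted set came from 1 cell. Igf1r, the IGF-1 receptor gene, averaged 16.9 ± 6.56 CPM against 12.7 ± 3.36 CPM (log2 0.43, SE 0.69). Csf1 averaged 16 ± 1.43 CPM against 12.9 ± 5.25 CPM (log2 0.36, SE 0.77). Col1a1, the fibrosis marker, had 1.44 and 14.1 CPM against 1.35 and 1.36 CPM (log2 2.46, SE 1.19, adjusted p = 1). Egfr (log2 3.92, SE 2.22) and Pdgfra (log2 0.42, SE 2.52) were near the detection limit.

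The other lists passed in neither fit. Median log2 values over 6 sets were −0.15 for calcium handling and ion channels, −0.01 for other growth factor receptors and ligands, 0.24 for p53 targets, −0.24 for glycolysis, −0.27 for atrophy and autophagy, −0.03 for heat shock and unfolded protein response, and 1.80 for macrophages. They were −0.61 for erythrocytes, −3.31 for epicardium and Schwann cells, and −0.22 for mural cells, whose mean was 0.71. Over 5 sets without each gene's highest cell, the epicardial median turned to 2.22 (3 genes still measured). The macrophage median moved to 0.08 (4 genes) in that setting. With each gene's highest cell left out, the 4 erythrocyte genes still measured turned higher in 4 of 4 (median 1.97, camera adjusted p = 0.0042, and adjusted p = 0.611 with an estimated correlation). Proteasome (−0.01), mitochondrial biogenesis (−0.01, mean 0.01), translation factors (0.03) and ventricular cardiomyocyte markers (0.03, mean −0.02) lay so near 0 that their sign flipped under at least 1 other scaling. The camera adjusted p of these lists ran from 0.134 for glycolysis to 0.94 for p53 targets. Of their genes, 0 passed over 6 sets when adjusted over the list alone. Over 5 sets 2 growth factor receptors or ligands and 1 translation factor rose, as did 1 repair receptor, and 1 gene each of complexes III and IV, glycolysis and the epicardial list and 2 ventricular markers fell. The 2 neutrophil genes, measured only over 5 sets, had a camera adjusted p of 0.764.

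**Figure D3:**
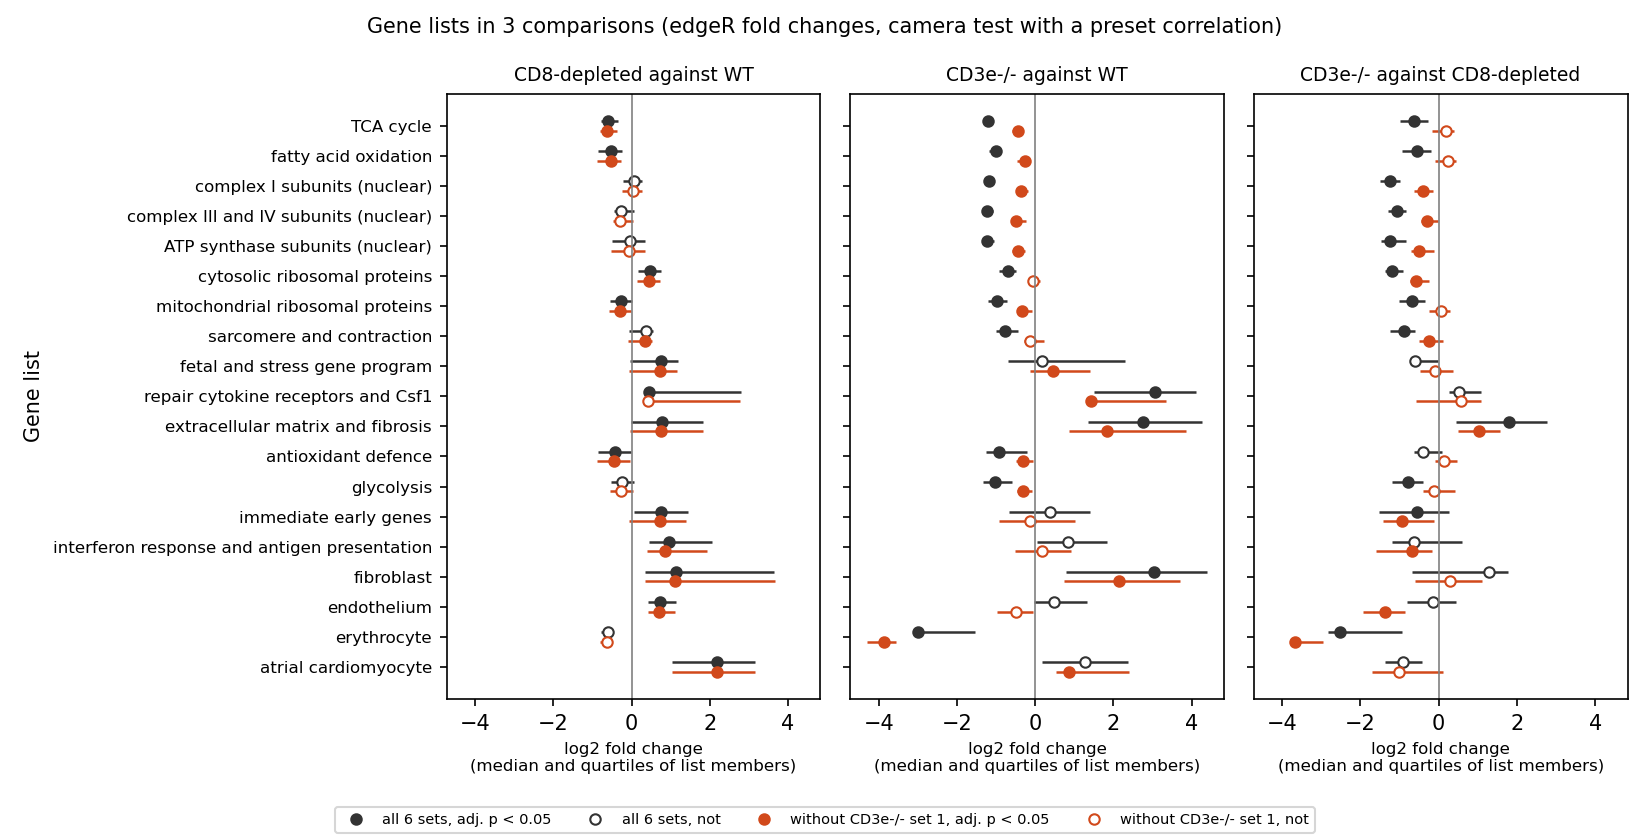
Median and quartiles of the log2 fold changes of list members in each comparison, over 6 sets (black) and over the 5 sets without CD3e-/- set 1 (orange), for lists called the same way in both fits in at least 1 comparison. Filled points mark a camera adjusted p under 0.05. In CD8-depleted against WT the fits lie close together, and in both CD3e-/- comparisons the metabolic lists lie nearer to 0 over 5 sets. None of the calls held with an estimated correlation.

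CD3e-/- hearts were compared with WT hearts to ask what the genetic absence of all T cells changes. As in the CD8-depleted sets, Nppa and Myh7 stood higher. Nppa averaged 5214 ± 1826 CPM and Myh7 1681 ± 310 CPM (SD, n = 2), against 310.4 ± 44.5 and 299.9 ± 183 CPM in WT. Matrix and fibroblast genes lay higher as groups, and nuclear-encoded mitochondrial genes lay lower, including the respiratory chain. All of these list calls were lost with an estimated correlation (adjusted p = 0.69 over 6 sets and 0.727 over 5). By edgeR over 6 sets, 0 of 12936 genes passed (smallest adjusted p = 0.529), with 1071 at an unadjusted p under 0.05 and 647 expected by chance. DESeq2 called 980 on the same sets, nearly all of them higher, and limma-voom 0. Over 5 sets edgeR called 17 genes, 7 higher and 10 lower, of which 7 of the lower ones were satellite predicted genes, and DESeq2 called 15. With each gene's highest cell left out, 3 genes were called, and 2 of these, Nppa and Mfap5, were among the 17. In thinned cells 3 were called, with library size only 6, and with cells weighted alike 1, Nppa.

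Nppa rose by 4.16 over 5 sets (SE 0.51, adjusted p = 2.25e-05), with 3923 and 6505 CPM in the CD3e-/- sets. Mfap5 rose by 6.09 (SE 0.77, adjusted p = 2.25e-05), but was read in 7 of 77 cells of CD3e-/- set 2, of which 1 held 59.9% of its counts, and was not called with cells weighted alike (log2 5.13, adjusted p = 0.828). Myh7 rose by 2.38 (SE 0.50, adjusted p = 0.0275), with 1462 and 1900 CPM in the CD3e-/- sets, and missed the threshold over 5 sets with its highest cell left out (log2 2.24, adjusted p = 0.234), in thinned cells (2.37, adjusted p = 0.283), with a replicate block (2.00, adjusted p = 0.47) and with cells weighted alike (2.83, adjusted p = 0.828). Over 6 sets the values were 3.58 (SE 1.41, adjusted p = 0.554) for Nppa, 5.51 (SE 1.01, adjusted p = 0.529) for Mfap5 and 1.89 (SE 1.14, adjusted p = 0.732) for Myh7. Lpar1, a receptor for lysophosphatidic acid (log2 7.33, adjusted p = 0.00727), and the matrix genes Thbs1 (log2 7.30, adjusted p = 0.00106), Fn1 (log2 4.93, adjusted p = 0.0213) and Postn (log2 5.09, adjusted p = 0.0235) were also called higher. In CD3e-/- set 2, 1 cell held 88.3% of Thbs1, 95.9% of Fn1 and 86.2% of Postn counts.

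Globin genes made up the named calls in the other direction. Hba-a1 (chromosome 11, 32283511 to 32284465) fell by 4.78 over 5 sets (SE 0.61, adjusted p = 2.25e-05), as did Hba-a2 (log2 −4.29, adjusted p = 0.00585) and Hbb-bs (log2 −3.55, adjusted p = 0.00449). Hba-a1 and Hba-a2 are near-identical copies, so the division of reads between them is uncertain. In the WT sets 1 cell held 81.6% and 97.0% of the Hba-a1 counts. With the highest cell left out the log2 fold changes were −1.44 for Hba-a1, −0.84 for Hba-a2 and −0.97 for Hbb-bs, each with an adjusted p of 1. All 5 measured erythrocyte genes were lower (median −3.001, camera adjusted p = 6.93e-05, and adjusted p = 0.69 with an estimated correlation), and 2 fell over 6 sets and 3 over 5 when adjusted over the list alone. With the highest cell left out their median was −1.09 (camera adjusted p = 0.0326, and adjusted p = 0.668 with an estimated correlation), and the list was not called without CD3e-/- set 2 (camera adjusted p = 0.13).

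By the rule for named genes the smallest p-values over 6 sets, all short of the threshold with adjusted p from 0.529 to 0.554, belonged to Mfap5, Slc12a9, Espl1, Grip1 and Ubash3a, and to Hbb-bs, Hba-a1, Wdfy1, Nnt and Mylk4. Slc12a9, Espl1, Grip1 and Ubash3a had 225, 147, 137 and 131 CPM in CD3e-/- set 1 and 2.49, 0.457, 1.29 and 0.665 CPM in CD3e-/- set 2, so 1 set decides their values. Nnt, the mitochondrial transhydrogenase gene, had 55 and 144 CPM against 547 and 348 CPM in WT (log2 −2.51, SE 0.94). Mylk4, a myosin light chain kinase (log2 −2.07, SE 0.79), and Wdfy1, an endosomal protein (log2 −2.07, SE 0.69), were also low. In the CD8-depleted sets Nnt was below both WT sets too (207 and 164.5 CPM), whereas Wdfy1 (27.3 and 35.5 CPM) lay between the WT levels (38.8 and 22.25 CPM). The study bought C57BL/6N mice and states a C57BL/6 background for all mice. It does not give the substrain of its CD3e-/- mice, so a substrain difference cannot be told apart from the genotype here.

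Across lists, mitochondrial genes were lower in CD3e-/- cells in both fits, by less over 5 sets. CD3e-/- set 1 was low in other cardiomyocyte genes too, such as ventricular markers (summed 40980 CPM, against 123100 and 162400 in WT). In CD3e-/- set 2 the summed TCA cycle, respiratory chain and antioxidant genes lay below both WT sets. Its summed fatty acid oxidation genes lay above both (33470 CPM against 32670 and 31470). Its summed glycolysis genes lay between them (22280 CPM against 21710 and 29220). In the TCA cycle 22 of 22 genes were lower (median −1.21 over 6 sets and −0.43 over 5, camera adjusted p = 3.2e-08 and 5.24e-05), such as Sdhc (−1.58, SE 1.00) and Cs (−1.39). Fatty acid oxidation genes were lower in 26 of 27 (median −1.01 and −0.26, camera adjusted p = 2.9e-07 and 0.00295), such as Acaa2 (−1.83, SE 1.27) and Hadh (−1.19, SE 0.84). Complex I (36 of 36 lower, median −1.17 and −0.35, camera adjusted p = 4.36e-11 and 8.97e-05), complexes III and IV (23 of 23, −1.24 and −0.49, 1.81e-08 and 1.69e-05) and ATP synthase (16 of 16, −1.24 and −0.44, 1.84e-06 and 0.000389) followed, for example Ndufc1 (−1.26, SE 0.93), Uqcrfs1 (−1.63) and Atp5g2 (−1.30, SE 0.89). Mitochondrial ribosomal proteins (74 of 77, −0.98 and −0.34, 4.85e-14 and 8.89e-05), antioxidant genes (23 of 27, −0.92 and −0.30, 0.00129 and 0.0386) and glycolysis (18 of 21, −1.03 and −0.32, 0.000251 and 0.0325), led by Pfkm (−1.38, SE 1.01), were lower as well. With an estimated correlation the adjusted p of these 8 lists was 0.69 over 6 sets and 0.727 over 5, or 0.765 for glycolysis over 5. Of their genes, 0 passed in either fit when adjusted over the list alone. The TCA cycle, fatty acid oxidation, ATP synthase and, nearly so, antioxidant themes were named by the study from these cells and are not independent evidence. Scaling by library size alone moved the median of all genes from 0.01 to 0.68 over 6 sets and from −0.06 to 0.13 over 5. These 8 lists stayed below 0 under it, at −0.04 for fatty acid oxidation to −0.29 for complexes III and IV over 5 sets.

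Matrix genes were higher in 22 of 23 (median 2.76 over 6 sets and 1.83 over 5, camera adjusted p = 8.45e-11 and 2.61e-14) and fibroblast genes in 13 of 14 (3.05 and 2.14, camera adjusted p = 1.04e-07 and 1.26e-08). Both had an adjusted p of 0.69 over 6 sets and 0.727 over 5 with an estimated correlation. Adjusted over the list alone, 9 matrix and 8 fibroblast genes rose over 6 sets, and 6 and 4 over 5. In CD3e-/- set 2, 1 cell held 64.6% of the summed matrix counts and 66.9% of the summed fibroblast counts. With each gene's highest cell left out the medians were 1.24 and 1.05, and camera still called both (adjusted p = 3.14e-07 and 2.22e-06, and adjusted p = 0.611 for each with an estimated correlation). Leading members were Fn1 (4.64, SE 1.17), Col6a3 (6.28, SE 1.61), Col5a2 (5.50, SE 1.54), Dpt (6.81, SE 2.08) and Mgp (3.40, SE 1.10). Col1a1 averaged 44.7 ± 49.1 CPM against 1.36 ± 0.00881 CPM (log2 4.03, SE 1.27, adjusted p = 0.529), at 79.4 CPM in CD3e-/- set 1 and 9.98 CPM in set 2.

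The repair receptor list, not independent evidence for Igf1r and Csf1 as said above, was higher in 5 of 5 measured genes (median 3.07 over 6 sets and 1.42 over 5, camera adjusted p = 0.00234 and 0.00088). Its adjusted p with an estimated correlation was 0.69 and 0.727, and adjusted over the list alone 0 genes passed. No member passed across all genes, and most owed their level to CD3e-/- set 1. Igf1r had 101 CPM in that set, 28.3 CPM in CD3e-/- set 2, and 15.1 and 10.3 CPM in WT (log2 1.51, SE 0.71, and 0.98 over 5 sets). Osmr had 86.0 and 7.65 CPM (log2 3.07, SE 1.02, and 1.29 over 5 sets), and Pdgfra 29.8 and 0.998 CPM (log2 6.72, SE 2.56, and 3.71 over 5 sets). Csf1 had 23.2 and 38.7 CPM against 16.6 and 9.20 CPM (log2 0.87, SE 0.78, and 1.42 over 5 sets). Egfr had 8.27 and 1.75 CPM (log2 4.11, SE 2.26), with 97.6% of the second set's counts in 1 cell. Il1rl1, the IL-33 receptor gene, was not tested: it had 22 counts in CD3e-/- set 1, 0 in set 2, 1 in each CD8-depleted set and 0 in WT. Nppb averaged 543 ± 296 CPM against 512 ± 94.6 CPM (log2 −0.65, SE 0.88, and −0.80 over 5 sets, adjusted p = 1).

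Other lists moved in 1 fit only. Fetal and stress genes (median 0.45, camera adjusted p = 0.000124) and the atrial list (0.88, 0.000179) were higher over 5 sets, with 4 and 2 genes adjusted over the list alone, and with an estimated correlation their adjusted p was 0.727. These lists share Nppa, Myh7 and Myl4. Over 6 sets they had medians of 0.17 and 1.28 and did not pass (camera adjusted p = 0.555 and 0.117). Lower over 6 sets and not over 5 were cytosolic ribosomal proteins (74 of 78, median −0.70), sarcomere genes (25 of 29, −0.78), proteasome (−0.78), heat shock (−0.74), atrophy and autophagy (−0.69), translation factors (−0.63), calcium handling (−0.55, which turned to 0.01 when scaled by library size alone) and ventricular markers (−1.14). The camera adjusted p of these 8 ran from 2.53e-08 to 0.00472. With an estimated correlation it was 0.709 for sarcomere genes and 0.69 for the others. With each gene's highest cell left out over 5 sets, cytosolic ribosomal (camera adjusted p = 0.019), calcium handling (0.0283), heat shock (0.0252) and ventricular lists (0.0123) were called lower too, with adjusted p = 0.611 to 0.828 with an estimated correlation. Adjusted over the list alone, 0 genes in these 8 fell, and 1 sarcomere gene rose over 5 sets. Translation and muscle contraction were themes that the study named from these cells, so these lists are not independent evidence. Its module of such genes was higher in CD3e-/- than in WT cardiomyocytes. The lower values of these lists over 6 sets run the other way. Over 5 sets the ribosomal median was −0.05 (camera adjusted p = 0.161) and turned to 0.15 when scaled by library size alone, and the sarcomere median was −0.14 with a mean of 0.09. The lymphocyte list, whose 2 tested genes had 0 counts in WT, was called higher over 6 sets (camera adjusted p = 0.0303, and adjusted p = 0.69 with an estimated correlation), where its median was 7.01 as fitted and 2.44 with both genes at their lower bounds. These genes were the targeted gene Cd3e, with 41 counts in the CD3e-/- sets (at least 24.5-fold), and Cd3g, with 2 counts (at least 1.2-fold). That call was lost when CD3e-/- set 2 (camera adjusted p = 0.279), CD8-depleted set 2 (0.095) or WT set 1 (0.153) was left out.

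The remaining lists passed in neither fit. Interferon genes had a median of 0.84 over 6 sets and 0.19 over 5 (camera adjusted p = 0.0637 and 0.23), and with each gene's highest cell left out were called higher (0.43, camera adjusted p = 0.00395, and adjusted p = 0.611 with an estimated correlation). Mural cells had 1.05 and 0.39, and macrophages 1.37 and 0.56. Immediate early genes had 0.39 and −0.12 (mean 0.50 over 5 sets), endothelium 0.48 and −0.49, other growth factor receptors 0.28 and −0.11, and epicardium and Schwann cells −0.33 (mean 0.83) and −4.06. The p53 targets had −0.31 (mean 0.47) and 0.17, and mitochondrial biogenesis −0.42 and 0.09 (mean −0.14). Scaling by library size alone turned p53 targets and the epicardial list above 0 over 6 sets and immediate early genes and growth factor receptors above 0 over 5. Apart from interferon genes and the 2 neutrophil genes, the camera adjusted p of these lists was 0.108 or higher. The 2 neutrophil genes had 0 counts in both CD3e-/- sets.

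CD3e-/- and CD8-depleted hearts were compared to ask whether loss of all T cells differs from loss of CD8+ T cells alone. Nppa, Myh7 and most single genes did not separate them. Genes of the respiratory chain, cytosolic ribosome and sarcomere lay lower in CD3e-/- sets, immediate early genes lay lower, and matrix genes lay higher. These calls were lost with an estimated correlation (adjusted p = 0.69 over 6 sets, and 0.727 over 5 or 0.873 for sarcomere genes), and the matrix median was −0.18 with each gene's highest cell left out (camera adjusted p = 0.912). By edgeR over 6 sets 0 of 12936 genes passed (smallest adjusted p = 0.942), with 505 at an unadjusted p under 0.05 and 647 expected by chance. DESeq2 called 39, all of them higher, and limma-voom 0. Over 5 sets edgeR called 2 and DESeq2 8. Hba-a1 fell by 3.97 (SE 0.58, adjusted p = 0.00114) and Thbs1 rose by 6.99 (SE 1.19, adjusted p = 0.00976). In CD3e-/- set 2, 1 cell held 88.3% of Thbs1 counts, and in the CD8-depleted sets 1 cell held 79.9% and 31.1% of Hba-a1 counts. Neither gene was called with its highest cell left out, where the log2 difference of Hba-a1 was −3.25 (adjusted p = 0.225). In that setting Adh1 had a fitted log2 difference of −11.15 and Ces1d of 3.16. The Ces1d level of 43.2 CPM in CD3e-/- set 2 compares with 4.45 and 5.49 CPM in the CD8-depleted sets. CD3e-/- set 1, however, had 3.31 CPM of Ces1d on 2 counts (log2 2.07, SE 1.05, adjusted p = 0.942 over 6 sets).

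Nppa and Myh7 differed by less than their standard errors. Over 6 sets the log2 difference of CD3e-/- from CD8-depleted was −0.15 for Nppa (SE 1.28, adjusted p = 0.991) and −0.71 for Myh7 (SE 1.11, adjusted p = 0.946). Nppb stood lower in both CD3e-/- sets, at 753 and 334 CPM, than in both CD8-depleted sets, at 778 and 916 CPM. Its log2 difference was −1.40 over 6 sets (SE 0.89, adjusted p = 0.942), −0.59 when scaled by library size alone, and −1.53 over 5 sets (SE 0.46, unadjusted p = 0.00232, adjusted p = 1). By edgeR it passed without CD3e-/- set 2 (log2 −1.36, adjusted p = 0.0377), a fit that calls 3472 genes in this comparison and leaves the 11 cells of CD3e-/- set 1 as the only set of that group. Col1a1 (1.57, SE 1.16), Igf1r (1.08, SE 0.71), Csf1 (0.51, SE 0.78), Egfr (0.19, SE 2.03), Osmr (0.27, SE 0.94) and Pdgfra (6.30, SE 2.66) did not pass. By the rule for named genes the smallest p-values belonged to Fgfr3, Sephs2, Ddx28, Nmrk1 and Slc25a22, which had 132 to 359 CPM in CD3e-/- set 1 and 3.16 to 19.2 CPM in set 2, and in the other direction they included Hbb-bs, Wdfy1, Hba-a1 and Faap100. All of these had an adjusted p of 0.942.

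Complex I genes were lower in 36 of 36 (median −1.24 over 6 sets and −0.41 over 5, camera adjusted p = 4.85e-14 and 0.000167), complexes III and IV in 23 of 23 (−1.06 and −0.30, 1.38e-08 and 0.0192) and ATP synthase in 16 of 16 (−1.25 and −0.49, 1.57e-07 and 0.0027). Examples are Ndufb2 (−1.75, SE 0.96), Cox8b (−1.87, SE 1.39) and Atp5g2 (−1.44, SE 0.89). Summed complex I genes stood at 56230 and 72090 CPM in the CD8-depleted sets, 9137 and 51620 CPM in the CD3e-/- sets, and 53120 and 56800 CPM in WT. For complexes III and IV the sums were 61430 and 86170, 13930 and 56950, and 64720 and 64120 CPM. In both sums CD3e-/- set 2 lay below both CD8-depleted sets, but by far less than CD3e-/- set 1, and CD8-depleted set 1 did not exceed both WT sets. Cytosolic ribosomal proteins were lower in 77 of 78 (−1.19 and −0.59, camera adjusted p = 1.66e-20 and 1.29e-13), for example Rpl37a (−1.69, SE 0.80) and Rpl28 (−2.01). Sarcomere genes were lower in 28 of 29 (−0.89 and −0.25, 2.35e-07 and 0.0408), led by Xirp1 (−1.25, SE 0.85) and Actn2 (−1.98). With an estimated correlation the adjusted p of these 5 lists was 0.69 over 6 sets and 0.727 over 5, or 0.873 for sarcomere genes over 5. When adjusted over the list alone 0 genes passed, and ATP synthase, ribosomal and sarcomere lists were themes of the study and not independent evidence. Scaling by library size alone moved the median of all genes from 0.07 to 0.73 over 6 sets and from −0.01 to 0.16 over 5, and with DESeq2 it was 0.17 and −0.08. Under library size alone these 5 medians stayed below 0, with sarcomere genes at −0.06 over 5 sets.

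Immediate early genes were lower in 16 of 22 (−0.55 and −0.94, camera adjusted p = 0.0262 and 0.00434), led by Nr4a1 (−3.30, SE 0.99), Fos (−4.53, SE 1.54) and Zfp36 (−1.45). With an estimated correlation the adjusted p was 0.69 and 0.727, and over 6 sets the median was −0.01 when scaled by library size alone. The call was lost without CD8-depleted set 1 (camera adjusted p = 0.131) and without CD3e-/- set 2 (0.537). Adjusted over the list alone, 0 fell over 6 sets and 1 over 5. Erythrocyte genes were lower (−2.52 and −3.68, camera adjusted p = 0.000163 and 2.03e-10, and adjusted p = 0.69 and 0.727 with an estimated correlation), and 3 and 4 of them fell adjusted over the list alone, but the list was not called without CD3e-/- set 2 (camera adjusted p = 0.247). Matrix genes were higher in 21 of 23 (1.79 and 1.03, camera adjusted p = 2.55e-07 and 7.83e-05, and adjusted p = 0.69 and 0.727 with an estimated correlation), for example Fbn1 (3.33) and Tnc (5.47). Of them, 1 and 2 rose when adjusted over the list alone. That matrix difference was not seen with each gene's highest cell left out (median −0.18, camera adjusted p = 0.912), and fibroblast genes, at 1.28 over 6 sets and 0.28 over 5 (camera adjusted p = 0.0844 and 0.745), turned to −1.24 (camera adjusted p = 0.0341, and adjusted p = 0.816 with an estimated correlation). The respiratory, ribosomal, sarcomere, immediate early and erythrocyte lists were called in the same direction in that setting, with an adjusted p of 0.611 to 0.69 with an estimated correlation.

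Further lists passed in 1 fit only. Over 5 sets alone interferon genes (33 of 41 lower, median −0.69, camera adjusted p = 0.00306) and endothelium (−1.37, 2.49e-05) were lower, with an adjusted p of 0.727 for both with an estimated correlation. The interferon call was lost with each gene's highest cell left out (camera adjusted p = 0.0511). Over 6 sets and not over 5, TCA cycle (−0.63, against 0.18 over 5 sets), fatty acid oxidation (−0.56 against 0.25), mitochondrial ribosomal proteins (−0.67 against 0.06), glycolysis (−0.79), proteasome (−0.78), translation factors (−0.64), heat shock (−0.53), calcium handling (−0.42), atrophy and autophagy (−0.40) and ventricular markers (−1.15) were lower. Their camera adjusted p ran from 1.83e-10 to 0.0313, and with an estimated correlation it was 0.69 to 0.709. With each gene's highest cell left out over 5 sets, translation factors (camera adjusted p = 0.00252) and ventricular markers (0.00756) were called lower too, each with adjusted p = 0.611 with an estimated correlation. Scaling by library size alone turned calcium handling to 0.17 and atrophy and autophagy to 0.08. In these lists 0 genes passed when adjusted over the list alone. Medians of lists that passed in neither fit were −0.61 for fetal and stress genes (mean 0.02), 0.51 for repair receptors, 0.63 for other growth factor receptors, −0.41 for antioxidant genes (0.01 when scaled by library size alone), 0.07 for p53 targets and −0.28 for mitochondrial biogenesis (0.23 when scaled by library size alone). They were 0.74 for mural cells, 0.70 for macrophages, −0.91 for atrial markers and 2.43 for epicardium and Schwann cells, or 1.76 with 1 gene at its lower bound. Of the fetal and stress genes 1 rose and 1 fell over 5 sets when adjusted over the list alone. The lymphocyte and neutrophil lists held 2 or 3 genes with counts near 0 and did not pass.

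The changes of the CD8-depleted and CD3e-/- sets against WT were compared with what the shared WT sets alone give. Over 6 sets the log2 fold changes of the 2 comparisons correlated at r = 0.619 and rho = 0.508 across genes, which are not independent replicates. In 100 simulated data sets with unchanged groups against the same WT sets the means were 0.453 and 0.455. The covariance was 2.495 against 0.809 simulated, a difference of 1.69, and 67.8% of genes had the same sign against 66.5% simulated. Over 5 sets r was 0.544 against 0.366 simulated, the covariance 1.876 against 0.646, a difference of 1.23, and the same-sign share 67.3% against 63.4%. The excess in r was lost when any of 3 sets was left out: without CD8-depleted set 2 r was 0.324 against 0.339 simulated, without WT set 1 0.633 against 0.676, and without WT set 2 0.65 against 0.669. Over 5 sets with a replicate block it was 0.366 against 0.322. The difference in covariance stayed above 0 with each set left out, from 0.655 without CD8-depleted set 2 to 2.74 without CD3e-/- set 2, and was 0.715 with the block. These simulations, 30 for each fit, were chosen after seeing the data. No gene was called in both comparisons over 6 sets, where edgeR called 0 in each. Over 5 sets 11 genes were called the same way in both, 4 higher (Nppa, Myh7, Mfap5 and Lpar1, named after their values were seen) and 7 lower, all satellite predicted genes, and 0 in opposite ways. In WT set 2, 1 cell held 99.62% to 99.95% of the counts of each of these 7 genes. With each gene's highest cell left out, 0 of the 7 were called lower, 1 of them, Gm10800, was called higher in CD8-depleted against WT (log2 2.03, adjusted p = 0.00999), and 2 genes were shared. Simulated unchanged groups gave 0.03 on average, and independent lists would share 0.0089 higher and 0.0112 lower. The 2 WT sets were not split to give each comparison its own control, so part of the excess may come from the shared controls.

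Median levels of Myh7 and Nppa per cell lay higher in all CD8-depleted and CD3e-/- sets than in both WT sets, as the sums did. The order of the 2 sets within a group was not always that of the sums. In CD8-depleted set 2, 1 cell held 32.1% of the Nppa and 22.45% of the Myh7 counts, and in WT set 2 30.8% and 13.9%. The median Myh7 level over cells was 131 and 368 CPM in the WT sets, 1045 and 962 CPM in the CD8-depleted sets, and 1653 and 1022 CPM in the CD3e-/- sets. For Nppa it was 145 and 35.7 CPM, 949 and 2181 CPM, and 2534 and 2822 CPM. Nppb medians were 428 and 277, 834 and 763, and 768 and 203 CPM. With cells thinned to 50000 counts, which leaves out 0 WT, 8 CD8-depleted and 9 CD3e-/- cells, Igf1r was read in 32.2% and 25.8% of WT cells, 45.6% and 39.1% of CD8-depleted cells, and 75% and 50.7% of CD3e-/- cells. Only 4 cells of CD3e-/- set 1 remain after thinning. Without thinning these shares were 69.5% and 53.2%, 48.4% and 57.1%, and 81.8% and 70.1%. Csf1 was read in 32.2% and 22.6% of thinned WT cells, 33.3% and 41.3% of CD8-depleted cells, and 50% and 65.3% of CD3e-/- cells, against 55.9% and 46.8%, 40.3% and 48.98%, and 27.3% and 79.2% unthinned. Cells are not replicates, so no test was made on them.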

Values the study reported

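The study analysed cardiomyocytes with at least 3,000 detected genes. For its co-expression network it used 11,979 of 21,859 genes, those with an FPKM of at least 5 in 5 or more cardiomyocytes, and grouped them into 45 modules.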

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

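Among the tests below, that of the CD3e genotype and the bound on counts from genomic DNA were chosen after the result was seen, as were the fits that leave out each gene's highest cell.

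CD3e-/- set 1 stood apart from the other 5 sets, and a median of 2.301% of its cells' counts fell in predicted genes made of satellite repeats, above the level in both WT sets. Genes for smell receptors took 59.5 times the share of the next highest set, which reads from genomic DNA would give. Few cells and few reads are argued against: 100 sets of 11 cells drawn from the other sets and thinned to its depth correlated with the other sets at 0.784 or more, above the highest value of this set on the same scale, 0.509. The thinning took reads from sums over cells, so it did not test a low amount of RNA in each cell. The CD3e genotype is argued against too, since CD3e-/- set 2 correlated with the WT and CD8-depleted sets at 0.86 or more. Genomic DNA stays open as a source.

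The median mitochondrial percent of counts per cell was 93.99 and 90.82 in the CD8-depleted sets and 94.09 and 92.12 in the CD3e-/- sets, above both WT sets, in transcripts that the comparisons did not use. Among cells with at least 5000 detected genes the lowest median of the 4 sets lay 6.92 points above the higher WT median, less than the 7.319 points between the WT sets. Among cells of middling total depth the gap was 6.28 points, with 10.83 points between the WT sets and only 1 cell from CD3e-/- set 1. In both subsets all 4 sets stayed above both WT sets. Over all kept cells the lowest of the 4 medians was 90.82, against a higher WT median of 85.35. The WT sets differed by more than the gap in each subset. Few detected genes, total depth and the loss of CD8+ or all T cells therefore cannot be told apart as sources of this difference. A change of cardiomyocyte mitochondria in hearts lacking CD8+ or all T cells stays open and untested.

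Fibroblast and matrix genes together had 442 and 186 CPM in the WT sets and 432, 1197, 2613 and 854 CPM in the 4 sets lacking CD8+ or all T cells, of which CD8-depleted set 1 lay below WT set 1. Reads of the 14 fibroblast genes went together across cells within sets, with a mean pairwise correlation of 0.156 against 0.0621 at the 95th percentile of 1000 random lists matched on expression, which RNA of fibroblasts carried in some cells would give, although the study picked rod-shaped cells singly by pipette, which would leave out free fibroblasts. A programme that varies between cardiomyocytes would give it too and stays open. Smell receptor genes in the CD8-depleted sets reached 3.27 times the higher WT share, between the bounds written beforehand for genomic DNA. If its reads have the profile of CD3e-/- set 1, they bring at most 5.84% of the fibroblast and matrix counts of a CD8-depleted set, but that profile is assumed, so genomic DNA cannot be told apart as a part of the pattern.

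CD3e-/- and CD8-depleted sets differed by the camera test with its preset correlation in 8 lists in both fits, and in 0 with an estimated one. The median log2 differences over 6 sets were −1.24 for complex I, −1.06 for complexes III and IV, −1.25 for ATP synthase, −1.19 for cytosolic ribosomal proteins, −0.89 for sarcomere genes, 1.79 for extracellular matrix, −0.55 for immediate early genes and −2.52 for erythrocyte genes. The matrix difference was −0.18 with each gene's highest cell left out.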

How the results depend on the processing

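The alternatives that combine 5 sets with another choice, the 4 sets alone, the identical cells kept and the satellite-rich cells left out were chosen after seeing the data. Over 6 sets, edgeR called 0 genes in every comparison with library size only, all cells, at least 5000 detected genes, mitochondrially encoded genes kept, thinned cells, equal numbers of cells and a replicate block, and so did limma-trend with cells weighted alike. The deviations of sets with the same number correlated across genes at −0.045, 0.063 and −0.184 between groups, so set numbers were not treated as pairs. Because 0 genes passed in the main fit over 6 sets, a named gene that kept its side of the threshold stayed uncalled. Of the log2 fold changes of named genes, 1600 kept direction and side of the threshold over all alternatives, 220 kept direction and passed, and 62 turned. The cause was not tested unless given below. Depth limits CD3e-/- set 1 most, with 604652 nuclear counts.

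Genes called in CD8-depleted against WT, CD3e-/- against WT and CD3e-/- against CD8-depleted were 4, 980 and 39 with DESeq2, and 12, 303 and 106 with no low-count filter, which tests more genes. When each set was left out in turn they ranged from 0 to 47, 0 to 4588 and 0 to 3472, and the most were called without CD3e-/- set 2. Over 5 sets they were 35, 10 and 6 without satellite-rich cells, 12, 3 and 0 in thinned cells, 10, 15 and 3 with a replicate block, 1, 1 and 0 with cells weighted alike, and 95, 18 and 20 in cells with at least 5000 detected genes. They were 178, 15 and 8 with DESeq2, 10, 6 and 1 with library size only, and 29, 3 and 2 with the highest cell left out. In the 4 sets of WT and CD8-depleted alone 2 genes were called. Nppa was called in every one of these 5-set alternatives in both comparisons with WT.

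Lists called in CD8-depleted against WT numbered 9 with equal numbers of cells and 0 with an estimated correlation in either fit, and ranged from 4 to 16 when each set was left out. In CD3e-/- against WT they numbered 0 with an estimated correlation, 12 over 5 sets with library size only, and ranged from 14 to 22. In CD3e-/- against CD8-depleted they numbered 0 with an estimated correlation and ranged from 10 to 21. Over 5 sets the last comparison gave 10 without satellite-rich cells, 10 in thinned cells, 10 with a replicate block, 9 with cells weighted alike, 9 at 5000 detected genes, 10 with DESeq2, 9 with library size only and 11 with the highest cell left out.

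Genes shared by the comparisons with WT numbered 3 with DESeq2, 2 with no low-count filter, and 0 to 30 when each set was left out. Over 5 sets they were 5 without satellite-rich cells, 2 in thinned cells, 2 with a replicate block, 1 with cells weighted alike, 14 at 5000 detected genes, 6 with DESeq2, 3 with library size only and 2 with the highest cell left out. The correlation across genes was 0.486 with DESeq2, 0.447 with no low-count filter, 0.48 at 5000 detected genes, 0.555 with mitochondrially encoded genes kept, 0.44 with cells weighted alike, 0.543 in thinned cells, 0.511 with equal numbers of cells, and 0.324 to 0.65 when each set was left out. Over 5 sets it was, in the order of the shared genes, 0.555, 0.516, 0.366, 0.492, 0.486, 0.44, 0.545 and 0.526.

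Turned log2 fold changes in CD8-depleted against WT were Csf1 −0.39 and Osmr −2.42 with equal numbers of cells, Pdgfra −3.09 over 5 sets at 5000 detected genes and −1.93 with the highest cell left out and, when each set was left out, Egfr from −0.06 to 5.12 and Pdgfra from −3.11 to 3.16. In CD3e-/- against WT, Nppb was 0.14 with library size only, 0.07 with cells weighted alike and 0.18 with equal numbers of cells, and Csf1 ranged from −0.31 to 1.42 when each set was left out.

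In CD3e-/- against CD8-depleted, Myh7 was 0.22 at 5000 detected genes, and over 5 sets 0.19 with cells weighted alike and 0.69 at 5000 detected genes. Nppa was 0.33 with library size only, 0.31 at 5000 detected genes, 0.46 with cells weighted alike, 0.12 in thinned cells, 0.23 with equal numbers of cells, and −1.29 to 0.56 when each set was left out. Over 5 sets it was 0.44 without satellite-rich cells, 0.63 in thinned cells, 0.09 with a replicate block, 0.71 with cells weighted alike, 0.89 at 5000 detected genes, 0.39 with DESeq2, 0.62 with library size only and 0.41 with the highest cell left out. Col1a1 was −0.13 over 5 sets with a replicate block and −0.17 with the highest cell left out, and Igf1r −0.08 at 5000 detected genes. Egfr was −0.14 with all cells, −0.35 at 5000 detected genes, −0.82 to 4.13 when each set was left out, and over 5 sets −0.58 without satellite-rich cells, −0.24 in thinned cells, −0.73 with a replicate block, −1.52 at 5000 detected genes, −0.63 with DESeq2 and −0.42 with library size only. Osmr was −0.03 at 5000 detected genes, −0.62 in thinned cells, −0.89 with limma-voom, −1.47 to 1.01 when each set was left out, and over 5 sets −1.47 without satellite-rich cells, −1.73 in thinned cells, −1.18 with a replicate block, −0.86 with cells weighted alike, −1.59 at 5000 detected genes, −1.52 with DESeq2 and −1.28 with library size only. Slc25a22 was −0.20 in thinned cells, and Faap100 0.49 with equal numbers of cells. When each set was left out, Csf1 ranged from −0.67 to 1.08, Ces1d from −1.77 to 2.94, Tcp11l2 from −1.73 to 2.35, Cdv3 from −1.07 to 1.51 and Gpcpd1 from −0.42 to 1.46, each lowest without CD3e-/- set 2.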

Other observations

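The genes in this part were chosen after their values were seen. Some single genes of cardiomyocytes had lower levels in the CD8-depleted sets than in WT without passing the test, while the calcium handling and ion channel list as a whole did not pass (11 of 20 lower, median −0.15, camera adjusted p = 0.209). Pdk4, a kinase that restrains pyruvate oxidation, had 155 and 70.6 CPM in WT and 39.4 and 30.9 CPM in the CD8-depleted sets (log2 −1.61, SE 0.74, adjusted p = 1 over 6 sets). The potassium channel genes Kcnj2 (log2 −1.72, SE 0.83) and Kcnd2 (log2 −1.53, SE 0.80) had an adjusted p of 1 as well. Atp2a2, the calcium pump of the sarcoplasmic reticulum, had 10010 and 4279 CPM in WT, 3209 and 2652 CPM in the CD8-depleted sets, and 1973 and 5753 CPM in the CD3e-/- sets.

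A small number of genes were low in the CD8-depleted sets and near the WT level in CD3e-/- set 2. Nr1d2, a clock repressor, had 55.4 and 28.6 CPM in WT, 10.3 and 8.04 CPM in the CD8-depleted sets, and 43 and 42.2 CPM in the CD3e-/- sets. Hlf, a transcription factor with a daily rhythm, had 16.9 and 5.40 CPM, 2.22 and 0.731 CPM, and 28.1 and 12.3 CPM. Tcp11l2 had 88.6 and 51.7 CPM, 10.3 and 8.78 CPM, and 6.62 and 55.7 CPM. For CD3e-/- against CD8-depleted over 5 sets the adjusted p was 1 for Nr1d2 and Hlf, 0.174 for Tcp11l2 and 0.0601 for Ces1d.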
